A study of Mus musculus with 8 samples.

How the data were processed

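RNA was measured by polyA RNA sequencing in Ba/F3 cells, a mouse pro-B cell line that needs interleukin-3 (IL-3) to grow and that comes from the C3H strain. The labels give 3 libraries of parental cells with wild-type U2AF35 (replicates 1, 2 and 3) and 5 libraries of cells transformed with U2AF35 carrying S34F (replicates 4, 5, 6, 7 and 8). U2AF35, encoded by U2af1, is the small subunit of the factor that recognises the 3' splice site. Per the labels' protocols, RNA was taken up in Trizol and libraries were made with an Illumina TruSeq kit. The labels do not say whether the libraries of a group came from separate cultures or clones, so p-values measure only the spread between these samples, which may be technical. Whether IL-3 was in the medium is not given in the sources used here. The groups share no replicate numbers, so no pairing was considered. A lane tag in the labels puts parental 1, parental 3, transformed 5 and transformed 8 in lane 6, and parental 2, transformed 4, transformed 6 and transformed 7 in lane 7.

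The deposited table holds raw read counts per Ensembl gene for 53465 genes, not normalised, with 1 column per library. The submitters' processing notes name STAR 2.5.3a, featureCounts 1.5.3 and the builds mm10 and GRCm38.p5. The strand setting, the treatment of reads that map to several places and the annotation release are not given in the sources used here. Counts of near-identical paralogs and of overlapping or antisense genes are therefore uncertain. A gene count also does not separate reads of an introduced U2AF35 copy from those of the endogenous gene, nor 1 transcript form from another. Symbols, coordinates (GRCm38), transcript GC content and chromosomes came from the GENCODE annotation supplied as reference. For 191 genes no match was found, 93 of them with counts, and they held 0.0499% of all counts. The table had 0 columns outside the 8 libraries.

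Total counts ran from 36122062 in transformed 7 to 50305573 in parental 1. At these depths 3 counts, the limit that a count of 0 allows, correspond to 0.0602 CPM (counts scaled to library size) in parental 2 and 0.0666 CPM in parental 3. Intervals and floors cover counting error only. Chi-square per degree of freedom between pairs of libraries, over genes with at least 50 counts in the pair, was 18.0 or more. Every pair thus differed by more than counting noise, which does not tell technical from biological spread.

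The tests, gene lists and named-gene rule were set before the data were examined, and later additions are marked as such. Differential expression was tested in R 4.3.3 with edgeR 4.0.16 (filterByExpr, TMM factors, robust quasi-likelihood F test, 2-sided), Benjamini-Hochberg adjustment and a threshold of 0.05. Of the genes, 17733 were tested. The common biological coefficient of variation was 0.230. CPM values given are TMM-scaled, as mean ± SD, and log2 fold changes are transformed over parental with their standard error (SE). The 29 fixed lists and the genes of 20 chromosomes were tested with camera in limma 3.58.1 on log2 CPM (prior count 2) with a preset correlation of 0.01 and Benjamini-Hochberg adjustment over the lists or chromosomes. Members were also counted after adjustment over the list alone. Of the 908 list symbols, 2 were older names and were translated. Library similarity was taken from Pearson correlations and principal components.

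Named genes were U2af1, Atg7, Il3, Il3ra, Csf2rb, Csf2rb2, Jak1, Jak2, Stat5a and Stat5b; the 10 largest and 10 smallest log2 fold changes among called genes with average log2 CPM of at least 3, all 5 transformed libraries on one side of the 3 parental ones and a symbol that is not a predicted-gene name; the 3 members of each list with the smallest p; and the 3 genes per direction with the smallest p overall. This took 120 genes. Other genes named are said to have been chosen after their values were seen.

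The functions were tested on simulated counts for the 17733 genes of the comparison of 3 parental with 5 transformed libraries, drawn from the real means, dispersions and library sizes, with 200 changed genes. edgeR recovered 10.4% of 67 genes changed 1.5-fold, 53.7% of 67 changed 2-fold and 87.9% of 66 changed 4-fold. Of 111 calls, 10 (9.01%) were of unchanged genes, and 0 had the wrong sign. A list shifted by 0.4 (log2) and a chromosome shifted by -0.3 were both called, with 0 of the 28 other lists and 0 of the 19 other chromosomes. Simulated genes vary independently, which real genes do not.

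The alternatives were DESeq2 1.42.0, limma-voom, RLE or upper-quartile factors, no low-count filter, a filter at CPM 1 in 3 libraries, lane as a covariate, each lane alone, each library left out in turn and a 2-fold minimum. For lists and chromosomes they were an estimated correlation, RLE factors, no filter, lane, ranks and leaving out each library. For similarity they were RLE factors, no filter and a prior count of 0.5. Added after seeing the data were removal of a loess trend on transcript GC content, leaving out transformed 4 and 7 together, leaving out genes of shifted chromosomes, and exact permutation of per-library list means and chromosome medians over the 56 splits into 3 and 5 libraries. The same permutation was applied to the levels of Il3, U2af1, Csf2rb, Csf2rb2 and Atg7, without adjustment. The smallest p these splits can give is 0.0179.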

Results

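Transcript levels were compared between parental Ba/F3 cells, an immortalised mouse pro-B cell line (n = 3 libraries), and Ba/F3 cells transformed with the S34F form of the splicing factor U2AF35 (n = 5 libraries). By its title the series looked for functional genetic variants in the transformed cells. The table of read counts held 50305573, 49801439 and 45025892 counts in parental 1, 2 and 3. Transformed 4, 5, 6, 7 and 8 had 49604681, 50050922, 45163068, 36122062 and 48124762. Between 24386 and 25149 genes had counts in a library.

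U2af1 itself (ENSMUSG00000061613, chromosome 17, 31647081 to 31658892, protein coding) was at 91.7 ± 6.47 CPM in parental cells (SD, n = 3) and 131 ± 24.4 CPM in transformed cells (SD, n = 5). Its log2 fold change of 0.51 (SE 0.16) missed the threshold in edgeR (adjusted p = 0.108), and transformed 7, at 92.0 CPM, was at the parental level. U2af1 passed in DESeq2 (adjusted p = 0.0352), and in edgeR within lane 6 (adjusted p = 0.00600), without transformed 7 (adjusted p = 0.0141) and without transformed 4 and 7 (adjusted p = 8.88e-04), while adjusted p over all settings ran up to 0.9996 in lane 7. Atg7, an E1-like enzyme of autophagy (ENSMUSG00000030314, chromosome 6, 114643097 to 114860614), had 43.9 ± 2.05 CPM (SD, n = 3) and 43.7 ± 2.80 CPM (SD, n = 5), a log2 fold change of -0.0082 (SE 0.088) that took either sign under other settings. Gene counts do not show which Atg7 transcript ends were used.

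Il3, the growth factor of these cells (ENSMUSG00000018914, chromosome 11, 54265303 to 54267277), had 0 counts in parental 2 and parental 3 and was counted in all 5 transformed libraries, at 2.10, 3.49, 5.79, 11.2 and 5.75 CPM in transformed 4 to 8. Parental 1 also held Il3, with 103 counts or 2.01 CPM, close to transformed 4. In edgeR the gene missed the threshold (log2 fold change 3.05, SE 1.26, adjusted p = 0.205). Without parental 1 it passed (edgeR adjusted p = 0.0454), and over all settings adjusted p ran from 0.0454 to 0.9996. The exact permutation test, added later, gave p = 0.0179, the smallest possible. Against a floor of 3 counts over parental 2 and 3 together, the transformed mean before TMM scaling (5.59 CPM) was at least 177-fold higher, and transformed 4, the lowest, at least 66.3-fold. The common beta chain of the IL-3 receptor, Csf2rb (chromosome 15), was at 3638 ± 585 CPM in parental and 1903 ± 929 CPM in transformed cells (log2 fold change -0.93, SE 0.36, edgeR adjusted p = 0.180). Its close paralog Csf2rb2 gave -1.05 (SE 0.38, adjusted p = 0.159). Reads that both genes share cannot be assigned here. Il3ra, Jak1, Jak2, Stat5a and Stat5b also missed the threshold, with log2 fold changes of -0.0040, 0.18, -0.34, -0.24 and -0.17, and Il3ra and Stat5a took the other sign under some settings. Csf2rb and Csf2rb2 passed as lower within lane 6, without transformed 4 and without transformed 4 and 7, and Csf2rb2 also in DESeq2. Jak2 passed within lane 6 and without transformed 4 and 7, and Il3ra in the latter setting alone, as lower. Jak2 lies on chromosome 19, whose genes were lower as a set (median log2 fold change -0.34). The exact permutation test of levels gave p = 0.0714 for each of U2af1, Csf2rb and Csf2rb2, and p = 0.911 for Atg7.

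**Figure D1:**
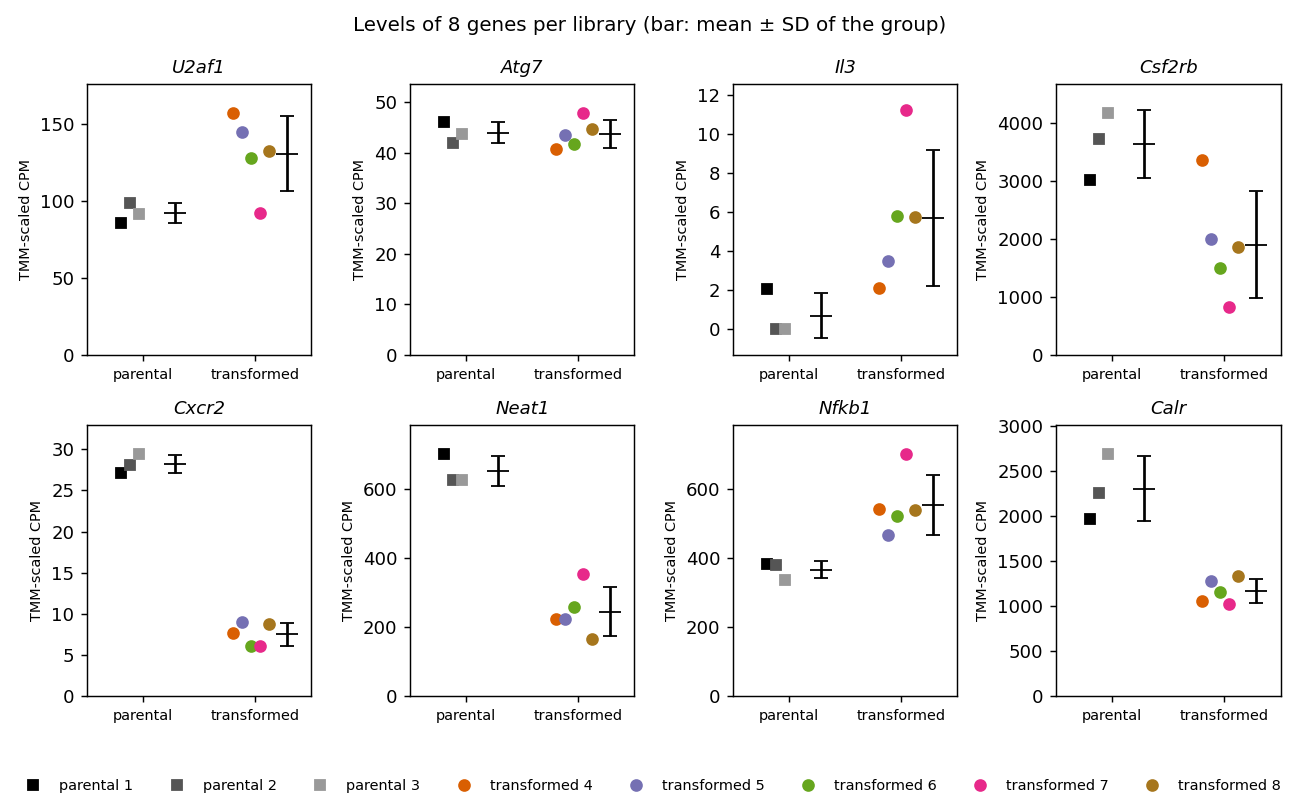
TMM-scaled CPM of 8 genes (vertical axes, linear) in the 3 parental libraries (squares) and 5 transformed libraries (circles), with the mean ± SD of each group as a bar. Cxcr2, Neat1, Nfkb1 and Calr separate the groups without overlap, U2af1 in transformed 7 (92.0 CPM) lies at the parental level, and Il3 in parental 1 (2.01 CPM) lies just below transformed 4 (2.10 CPM).

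Among single genes, the chemokine receptor Cxcr2 (ENSMUSG00000026180, chromosome 1, 74153989 to 74161246) fell from 28.2 ± 1.119 to 7.52 ± 1.38 CPM (log2 fold change -1.90, SE 0.15, edgeR adjusted p = 0.00250). Cytip, a regulator of cytohesins (chromosome 2), fell from 4.30 ± 0.29 CPM to 0 counts in transformed 4, 5 and 6 and to 2 and 4 counts in transformed 7 and 8 (adjusted p = 0.00250). The nuclear noncoding RNA Neat1 (ENSMUSG00000092274, chromosome 19, 5824708 to 5845478) fell from 652 ± 42.6 to 245 ± 70.2 CPM (adjusted p = 0.0142). Prg2, the eosinophil major basic protein, fell from 11.3, 57.1 and 3.84 CPM in parental 1, 2 and 3 to at most 1.56 CPM. The other members of the lower 10 were Ahnak2, Gapt, Pik3c2g, Pirb, Serpinb1a, Muc13 and Mylk, with log2 fold changes from -2.02 in Ahnak2 to -1.43 in Mylk, and Kcng2 was among the 3 lower genes with the smallest p. Ahnak2 missed the threshold with lane as a covariate (edgeR adjusted p = 0.0713). Prg2 passed in that setting (edgeR adjusted p = 0.0322), as did Cxcr2, Gapt, Cytip and Kcng2. Over the 19 alternatives, counting lane 7, Prg2, Ahnak2, Serpinb1a and Mylk each passed in 8 and missed in 11. Pik3c2g, Pirb and Muc13 each passed in 10 and missed in 9. Reads of Pirb may be shared with related receptor genes.

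In the other direction the chemokine Cx3cl1 (ENSMUSG00000031778, chromosome 8, 94772009 to 94782427) rose from 1.77 ± 0.33 to 8.05 ± 1.38 CPM (log2 fold change 2.19, SE 0.20, edgeR adjusted p = 0.00446). Gstm6, a glutathione transferase with close paralogs, rose from at most 1 count in a parental library to between 36 and 84 counts in a transformed one (adjusted p = 0.00629). The ferric reductase Cybrd1 rose from 0.33 ± 0.06 to 2.05 ± 0.74 CPM. Among the 10 abundant genes with the largest rises were Tmem176b, Pvr, Rab38, Nabp1, Serpina3f, Per2, Dis3, Nfkbib and Myo7a, from a log2 fold change of 1.81 in Tmem176b to 0.98 in Myo7a. With lane as a covariate each of these named genes missed the threshold, with edgeR adjusted p from 0.0576 in Myo7a to 0.104 in Per2. Serpina3f was at 28.4 ± 11.7 CPM in parental and 71.1 ± 3.57 CPM in transformed cells, and the exoribonuclease Dis3 at 78.9 ± 2.63 and 158 ± 39.2 CPM.

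All the named genes that passed lay on one side of the parental libraries in 5 of 5 transformed libraries, except Socs3 (4 of 5), and these were 52 genes. For the 10 largest and 10 smallest log2 fold changes the naming rule itself required this. Lane 7 alone, with 1 parental library, is left aside here. Over the other settings 6 of the 52 (Cxcr2, Gapt, Cx3cl1, Gstm6, Kcng2 and Cytip) passed wherever they were tested, while 46 missed the threshold in 1 or more. Kcng2 had values in 18 of 19 alternatives, counting lane 7. In all, 161 genes were higher and 372 lower in transformed cells at an edgeR adjusted p of 0.05, and 45 and 128 of them by at least 2-fold. The number rested on which libraries were in the fit. Leaving out transformed 4 gave 1100 higher and 1628 lower, and leaving out transformed 7 gave 505 and 838. Leaving out transformed 4 and 7 together, a setting added later, gave 2238 and 2804. Without parental 1, 2 or 3 the counts were 11 and 64, 3 and 33, and 5 and 21. Without transformed 5, 6 or 8 they were 16 and 70, 9 and 58, and 13 and 62. Within lane 6 alone (2 parental, 2 transformed) 1682 genes were higher and 1883 lower. Within lane 7 (1 parental library against 3 transformed ones, the lone library taken to vary like the others) 0 passed in edgeR, with 507 at an unadjusted p under 0.05. With lane as a covariate the counts were 15 and 79, and DESeq2 gave 850 and 1001. The share of calls that were higher was 30.2%, against 45.9% in DESeq2 and 16.0% with the lane term.

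Genes of growth-related RNA and ribosome production were higher as lists. In ribosome biogenesis and MYC targets, all 36 tested members had positive log2 fold changes (median 0.41), 2 passed over all genes and 19 adjusted over the list alone. The nucleolar protein Gnl3 rose from 142 ± 14.4 to 208 ± 14.8 CPM and Polr1a, the largest subunit of RNA polymerase I, from 121 ± 7.38 to 183 ± 23.8 CPM. Camera gave adjusted p = 1.20e-10 for the list, against adjusted p = 0.695 with an estimated correlation. Cytosolic ribosomal proteins had 41 of 47 members positive (median 0.13, adjusted p = 8.22e-05, and adjusted p = 0.695 with an estimated correlation). Over all genes 2 members passed, and 7 adjusted over the list alone. Rps16, which rose 1.28-fold, lies on chromosome 7, whose genes were higher as a set.

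NF-kB target genes had 21 of 24 members positive (median log2 fold change 0.75, camera adjusted p = 1.03e-05, and adjusted p = 0.695 with an estimated correlation). Over all genes 3 passed, and 8 adjusted over the list alone. Nfkb1, which encodes the p105 precursor, rose from 368 ± 25.2 to 555 ± 87.3 CPM, and Nfkbib, an inhibitor of the same pathway, from 39.3 ± 6.11 to 78.3 ± 22.2 CPM. Nfkbib lies on chromosome 7, whose genes were higher as a set. Il1b rose from at most 0.12 CPM in a parental library to between 0.49 and 1.79 CPM. The mean over the list was highest in transformed 7 (1.75), and parental 1 (0.45) stood at the level of transformed 4 (0.46) and 5 (0.45).

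The unfolded protein and ATF4 response list had 29 of 31 members positive (median 0.45, camera adjusted p = 4.76e-04, and adjusted p = 0.738 with an estimated correlation). Its 1 member past the threshold went the other way: Calr, the chaperone calreticulin, on chromosome 8, fell from 2303 ± 359 to 1171 ± 134 CPM. Adjusted over the list alone, 3 members were higher and 1 lower. Its mean was 1.23 in transformed 7, and 0.30 in parental 1. The interferon response list was likewise called higher (28 of 31 positive, median 0.63, adjusted p = 4.79e-04, and adjusted p = 0.695 with an estimated correlation), with means of 1.22 in transformed 6 and 0.94 in transformed 7. Its 1 called member, Ifit2, on chromosome 19, fell 1.42-fold, also adjusted over the list alone. Usp18 had a log2 fold change of 1.98 (SE 0.54) and missed the threshold, which it passed in DESeq2 and without transformed 4.

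Cell division genes were lower as lists. All 35 mitosis and G2/M genes had negative log2 fold changes (median -0.29, camera adjusted p = 1.39e-08, and adjusted p = 0.695 with an estimated correlation). The spindle motors Kif11, on chromosome 19, and Kif23 passed over all genes, falling 1.53-fold and 1.41-fold, and 7 members passed adjusted over the list alone. Transformed 7 had the lowest mean (-0.67). DNA replication and G1/S genes were negative in 30 of 38 (median -0.12, adjusted p = 0.0235, and adjusted p = 0.844 with an estimated correlation), and E2f1, a transcription factor of S phase entry, was the 1 member to pass, over all genes and over the list alone (40.2 ± 1.124 to 26.1 ± 3.81 CPM). E2f1 lies on chromosome 2, whose genes were lower as a set. The DNA replication list was no longer called without parental 1, without transformed 7, with lane as a covariate or without genes of the shifted chromosomes (adjusted p = 0.376).

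Lysosome genes were lower as a list (26 of 33 negative, median -0.18, camera adjusted p = 6.45e-04, and adjusted p = 0.695 with an estimated correlation). Over all genes 4 members passed, among them the acid ceramidase Asah1 (71.3 ± 3.25 to 43.2 ± 2.85 CPM), the membrane protein Lamp1 (261 ± 11.8 to 194 ± 9.26 CPM) and the channel Mcoln1 (77.2 ± 0.87 to 51.0 ± 7.12 CPM), and 10 were lower and 1 higher adjusted over the list alone. These 3 genes lie on chromosome 8, which was lower as a set, and without genes of the shifted chromosomes the list had adjusted p = 0.0510. Erythroid and megakaryocyte genes were called lower (10 of 15 negative, median -0.25, adjusted p = 0.0393, and adjusted p = 0.695 with an estimated correlation). The integrin Itga2b fell from 246 ± 34.7 to 97.7 ± 20.3 CPM and the transcription factor Nfe2 from 249 ± 24.1 to 140 ± 17.1 CPM, both also over the list alone. The call was lost without parental 2, transformed 7 or transformed 8, with lane as a covariate and with ranks.

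**Figure D2:**
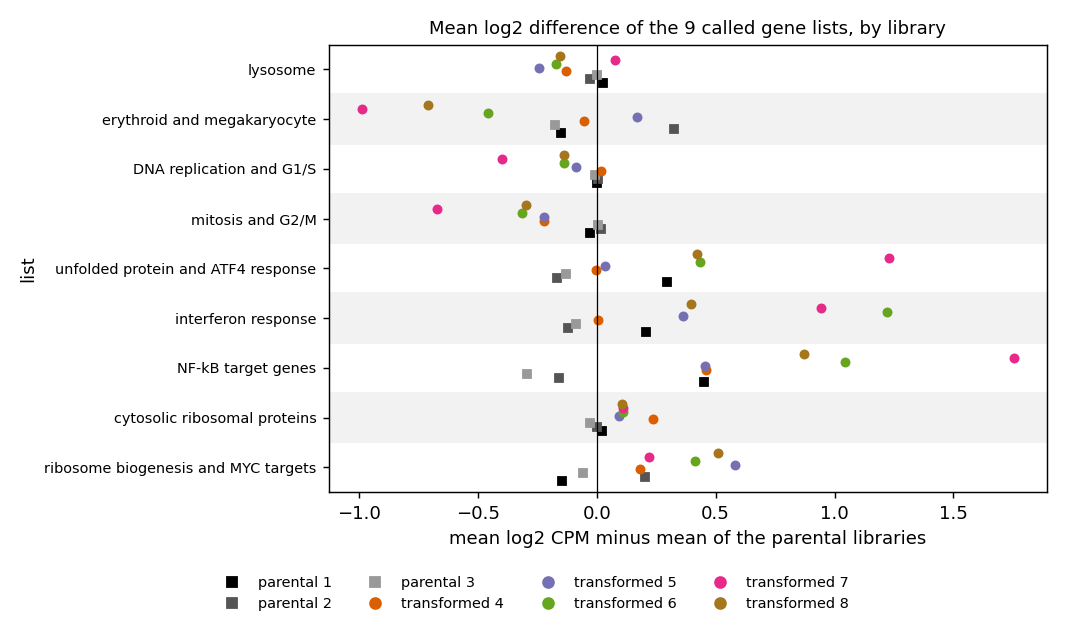
Mean log2 CPM of the 9 called lists in each library, minus the mean of the 3 parental libraries (horizontal axis, log2 scale), with squares for parental and circles for transformed libraries. Parental 1 lies at 0.45 for NF-kB targets, level with transformed 4 and 5, and transformed 7 is lowest for mitosis and G2/M (-0.67).

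Of the called lists, the mean lay beyond all 3 parental libraries in 5 of 5 transformed ones for NF-kB targets, cytosolic ribosomal proteins and mitosis, in 4 of 5 for ribosome biogenesis, interferon response, lysosome and DNA replication (the fifth lay beyond all 3 on the other side for lysosome, transformed 7 at 0.079, and for DNA replication, transformed 4 at 0.018), and in 3 of 5 for the ATF4 response and erythroid genes. The exact permutation tests of these means, added later, cannot decide after adjustment. An adjusted p under 0.05 needs 11 of the 29 lists at the smallest exact permutation p of 0.0179. There 4 lists were at it (autophagy, mitosis, MHC and cytosolic ribosomal proteins). Unadjusted, the exact permutation test gave p = 0.0357 for NF-kB targets. Other called lists missed 0.05 unadjusted, with exact permutation test p = 0.0536 for ribosome biogenesis and p = 0.0893 for interferon response. For lysosome and DNA replication the exact permutation test gave p = 0.125 each, for the ATF4 response p = 0.214 and for erythroid genes p = 0.232. The other 20 lists were not called, but some were under other settings. Autophagy was called lower without the low-count filter, without parental 3, without transformed 7 and without transformed 4 and 7, and cholesterol synthesis lower without the filter, parental 3, transformed 5, 6 or 8. Splice site factors were called higher without parental 2, without transformed 7 and without transformed 4 and 7, and MHC genes higher without parental 3 and after GC removal. Mast cell genes were called lower without transformed 4 and without transformed 4 and 7, stroma genes lower without transformed 5 or 6, and p53 targets lower without genes of the shifted chromosomes (adjusted p = 0.0314). Autophagy machinery had 26 of 37 members negative (camera adjusted p = 0.0681), and Atg12, a ubiquitin-like conjugating protein, was its 1 call (121 ± 11.2 to 64.0 ± 14.7 CPM). Adjusted over the list alone, 3 of its members were lower. The list STAT5 and IL-3 response genes (adjusted p = 0.551) was called lower without parental 1 (camera adjusted p = 0.0346) and held 3 that fell, Socs3, Id1 and Id2, by 3.12-fold, 1.92-fold and 2.22-fold, and Socs3 in parental 1 (8.62 CPM) was as low as in transformed 8 (8.69 CPM). RAS-MAPK feedback genes (adjusted p = 0.979), IL-3 receptor and JAK-STAT components (0.739) and early B lineage genes (0.927) had 0 calls over all genes and 0 over the list alone. Granulocyte and macrophage genes (adjusted p = 0.666) held Cebpe, which fell from 60.6 ± 0.86 to 29.2 ± 8.34 CPM. The camera adjusted p was 0.604 for mast cell and basophil, 0.927 for T cell and 0.350 for fibroblast and stroma markers, where Vim fell 1.73-fold. In splicing, early spliceosome and 3' splice site factors had 30 of 43 positive (adjusted p = 0.128), and 0 of 43 passed. Cleavage and polyadenylation factors (adjusted p = 0.732) held Cpsf7, on chromosome 19, which fell 1.32-fold. MHC and antigen presentation had adjusted p = 0.0948, and 5 members passed adjusted over the list alone. The remaining values were 0.234 for p53 targets, 0.927 for mismatch repair and DNA damage, 0.732 for the BCL-2 family (Bad fell 1.86-fold), 0.927 for oxidative phosphorylation subunits, 0.405 for mitochondrially encoded genes, 0.739 for glycolysis and HIF targets (Pfkfb4 fell 1.34-fold), 0.690 for NRF2 antioxidant genes (Sod2 rose 1.51-fold and Cat fell 1.61-fold) and 0.0901 for cholesterol and fatty acid synthesis. The camera direction and the mean log2 fold change had opposite signs for IL-3 receptor and JAK-STAT components, early B lineage, mismatch repair, the BCL-2 family, oxidative phosphorylation and glycolysis, and the T cell median (-0.037) was negative against a positive mean (0.32) and direction. Adjusted over the list alone, members higher and lower numbered 0 and 3 for STAT5 response, 0 and 1 for granulocyte and macrophage, 1 and 0 for mast cell and basophil, 1 and 2 for fibroblast and stroma, 2 and 3 for cleavage and polyadenylation, 2 and 0 for mismatch repair, 0 and 1 for the BCL-2 family, 1 and 1 for oxidative phosphorylation, 0 and 1 for glycolysis and 5 and 3 for NRF2 genes. They numbered 0 for T cell, early spliceosome, p53, mitochondrially encoded and cholesterol genes. Of the genes named here that fell, Id1, Vim and Cat lie on chromosome 2 and Bad on chromosome 19, which were lower as sets.

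Expression was also shifted by chromosome. Genes of chromosome 19 were lower in all 5 transformed libraries, with medians of -0.29, -0.31, -0.32, -0.41 and -0.35 in transformed 4 to 8 against -0.020, 0.0070 and 0.0086 in parental 1 to 3 (511 genes, camera adjusted p = 1.73e-18, and adjusted p = 0.00483 with an estimated correlation). The exact permutation test of the library medians gave p = 0.0179, the smallest 3 against 5 libraries allow, and 0.0893 after adjustment over 20 chromosomes, where 8 chromosomes at the smallest p would be needed for an adjusted p under 0.05. Chromosomes 7, 8 and X gave the same exact p and adjusted p, and X was not called by camera (adjusted p = 0.0825). Of the 372 lower genes 76 lay on chromosome 19, that is 14.9% of its tested genes against 1.72% of all others. Camera called 5 more chromosomes, and none of these held with an estimated correlation. Chromosome 2 was lower in transformed 5 to 8 (-0.22, -0.24, -0.23 and -0.25) but at 0.055 in transformed 4 (adjusted p = 3.86e-06, and adjusted p = 0.548 with an estimated correlation). Chromosome 7 was higher in all 5, from 0.13 to 0.18, with parental 1 at 0.080 (adjusted p = 9.17e-06, and 0.217). Chromosome 8 was lower by medians of -0.084 to -0.13 (adjusted p = 0.00448, and 0.217), and chromosome 16 by -0.15 to -0.18 with parental 1 at -0.18 (adjusted p = 3.43e-04, and 0.548). Chromosome 14 stood at 0.31 in transformed 4 and at 0.030 to 0.098 in the other transformed libraries (adjusted p = 8.03e-04, and 0.548), and was not called without transformed 4. Without transformed 4 chromosomes 3 and 18 were also called (18 also without transformed 4 and 7), and without parental 3 chromosome X. The call of chromosome 8 was lost without parental 2 (camera adjusted p = 0.0508) and without the low-count filter (adjusted p = 0.0860). Without genes of the 6 chromosomes, 88 higher and 184 lower genes remained of 12316 tested.

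**Figure D3:**
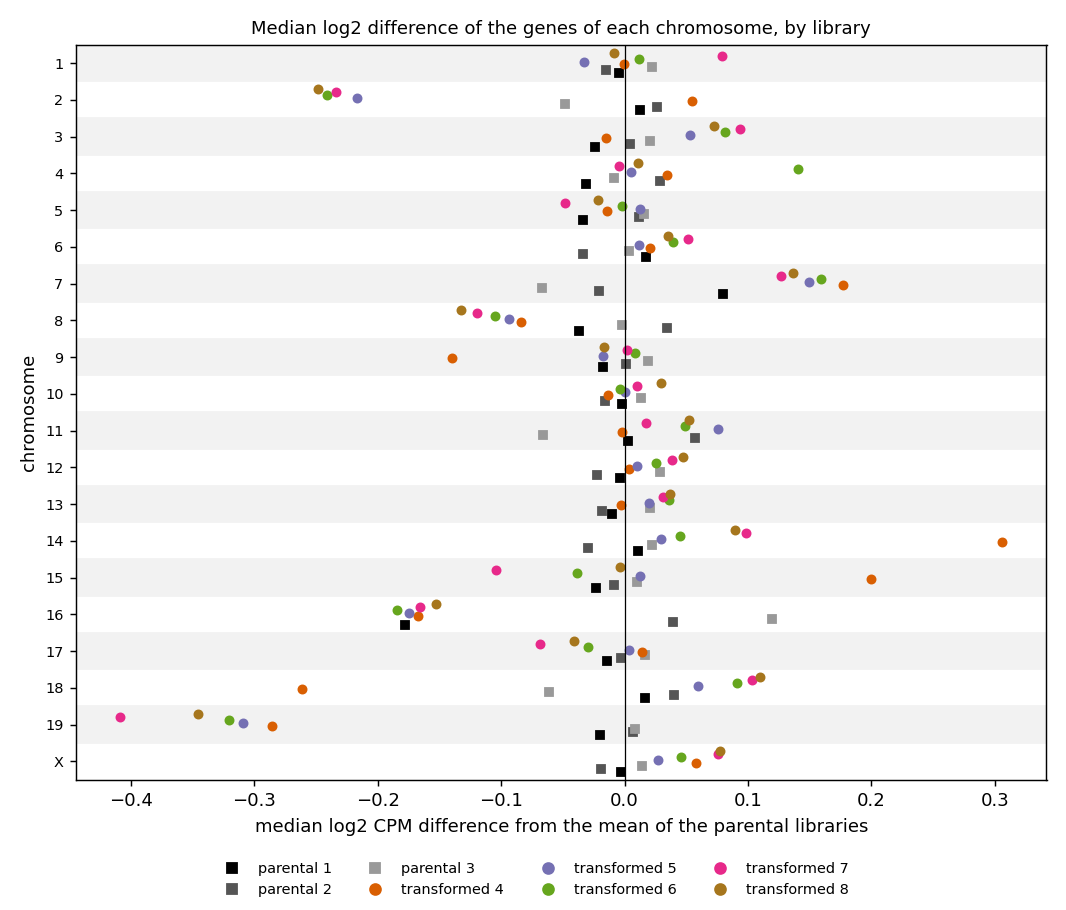
Median log2 CPM difference from the parental mean (horizontal axis) over the tested genes of each chromosome (vertical axis), for parental (squares) and transformed libraries (circles). Chromosome 19 is lower in all 5 transformed libraries, chromosome 2 in transformed 5 to 8 (-0.22 to -0.25), and transformed 4 alone is at 0.31 for chromosome 14.

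Within chromosomes, medians over bins of 10 Mb (genes with mean log2 CPM above 3) showed steps in several libraries, and those given were chosen after their values were seen. Chromosome 16 was not lower throughout: its bin from 0 to 10 Mb was at 0.32, 0.28, 0.17 and 0.31 in transformed 5 to 8 and at 0.14 in parental 1, and the next at -0.21, -0.28, -0.40, -0.24 and -0.24, while transformed 4 was at -0.30 and -0.14. Transformed 7 had steps such as 0.40 to -0.28 on chromosome 15 at 70 Mb (13 and 94 genes). Its medians also fell with transcript GC content, from 0.15 in genes of lowest to -0.24 in genes of highest GC content. This span was the widest of the 8 libraries. The bins were not corrected for it, so position and GC content cannot be told apart in the steps of transformed 7. In transformed 4 chromosome 9 was at -0.25, -0.36, -0.46, -0.46 and -0.31 in the 5 bins from 80 to 130 Mb, while its bins from 20 to 80 Mb were between -0.053 and 0.041. In the same library the bins of chromosome 4 from 0 to 70 Mb were at 0.23 to 0.45, and those from 70 to 160 Mb between -0.15 and 0.0038. Its bins of chromosome 11 from 110 to 130 Mb were at -0.35 and -0.33, and those of chromosome X from 140 to 170 Mb at 0.41 (14 genes, with transformed 8 at 0.30), 0.47 and 0.45.

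**Figure D4:**
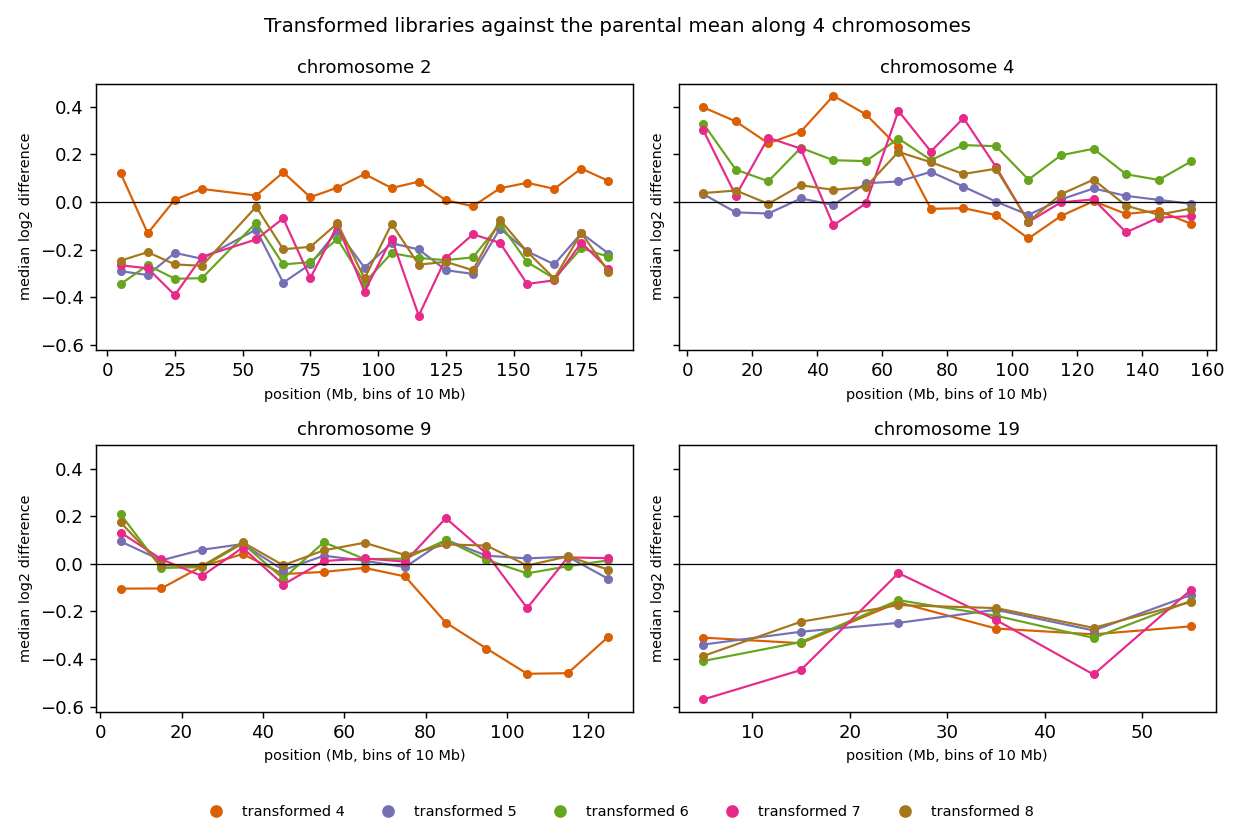
Median log2 difference from the parental mean in bins of 10 Mb (horizontal axis, position in Mb; vertical axis, log2) along 4 chromosomes in the 5 transformed libraries, for bins with at least 10 genes. Transformed 4 steps from 0.23 to -0.029 at 70 Mb of chromosome 4 and falls to -0.46 on distal chromosome 9.

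The transformed libraries differed more among themselves than the parental ones. Pearson correlations of log2 CPM across genes, which are not independent replicates, averaged 0.993 over the 3 parental pairs and 0.979 over the 10 transformed pairs, close to the 0.977 between groups. Transformed 5, 6 and 8 correlated at 0.992 to 0.994 with each other, while transformed 4 reached 0.977 (and 0.980 with parental 1) and transformed 7 reached 0.982 at most with another transformed library. The first principal component took 45.6% of the variance, with transformed 7 at 70.9 and transformed 4 at -34.0, among parental values of -24.7 to -40.1.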

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

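All tests of explanations and of other splits in this part were chosen only after the result was seen. In the transformed group, 150 results (genes, list means and chromosome medians) were checked for 1 library far from the other 4, and 20 were found where chance flags about 1 in 20, that is about 8. Transformed 4 gave 12 of them, transformed 7 gave 6, transformed 5 and 6 gave 1 each and transformed 8 gave 0.

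Transformed 4 lay far from the other transformed libraries in 7 genes. It was lowest for Stat5b (87.2 CPM) and Pirb (2.63 CPM, whose reads related genes can share). It was highest for Map1lc3b (110 CPM), Nfe2 (170 CPM), Dut (176 CPM), Nusap1 (203 CPM) and Xpc (23.6 CPM). It was also highest for the mean of cytosolic ribosomal proteins (0.24). It stood apart in the medians of chromosome 2 (0.055), 9 (-0.14), 14 (0.31) and 18 (-0.26). Nusap1 and Dut lie on chromosome 2.

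Transformed 7 was far below the others for Kif11 (152 CPM), Bad (12.5 CPM) and Fads1 (247 CPM), far above them for H2-Q6 (24.2 CPM, with close paralogs) and Snrnp70 (940.1 CPM), and lowest for the mean of mitosis and G2/M genes (-0.67). Transformed 5 was lowest for Asah1 (38.3 CPM), and transformed 6 was highest for the median of chromosome 4 (0.14).

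Chromosome 19 was lower in 5 of 5 transformed libraries, where 81.6% of its genes had negative log2 fold changes against 49.0% elsewhere, and 97.1% of 35 bin medians were negative. A trend with transcript GC content is argued against as the whole cause, since the median was -0.33 after the trend was removed and -0.35 before. Nothing tested here separates a change in the copy number of the chromosome from other causes that act along it, and DNA was not analysed here. Whether the shift goes with transformation or with culture and cloning stays open, as untested.

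Parental 1 held Il3 and levels between the groups for other genes. A first test took 27 genes that separated the other 7 libraries and found 1 farther than 3 SD from a mixture with 35.5% transformed RNA, which left carry-over open, and stricter tests, with the gene numbers needed for a verdict, were chosen after that result and after their own values were known. By source library, parental 1 had fewer counts than a mixture at the Il3 share needs for 97.4% of 38 genes at least 20 times as high in transformed 7, and for 100% of 5, 4, 2 and 6 such genes of transformed 4, 5, 6 and 8, and of 17 genes for which any mixture of the 5 libraries needs at least 20 counts and more than parental 2 and 3 hold, 3 lay below the need (Btla with 12 counts of 119, Ifi203 with 1 of 42.6 and Ccl3 with 1294 of 1920) and 14 did not by more than counting error, which argues against these libraries, alone or mixed, as the source of its Il3 reads and leaves other sources open. The chromosome 19 median of parental 1 was -0.020, outside the transformed range of -0.29 to -0.41. That chromosome was chosen after it was seen to separate the labelled groups, so its median is not independent evidence against a wrong label. On chromosome 16 parental 1 (-0.18) lay within the transformed range. Across all genes parental 1 correlated at 0.992 with parental 2 and with parental 3. Its highest correlation with a transformed library was 0.984 (transformed 6), which argues against a wrong label. The labels name only the lane as a difference between the parental libraries, so no biological explanation was tested. Parental 3, in lane 6 like parental 1, held 0 Il3 counts.

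Transformed 7 stood apart, with a mean correlation of 0.978 with transformed 5, 6 and 8 against 0.993 among those. Lower depth is argued against, since the correlation among transformed 5, 6 and 8 was still 0.992 after every library was thinned to the total of transformed 7. A GC trend is argued against as the whole cause, since its removal gave 0.979. No biological explanation was tested, since the labels name only the lane as a difference between the transformed libraries. Transformed 7 was in lane 7 with transformed 4 and 6, and lane was not tested as a cause. Transformed 6 correlated at 0.992 and 0.994 with transformed 5 and 8 of lane 6.

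Chance is argued against for the number of genes past the threshold in the fit without lane, up to the limit of the test. The smallest p that the 56 splits allow is 0.0179. Of the 56 splits of the 8 libraries into 3 and 5, 1, the real one, gave 533 genes, and the highest other gave 3. The splits were not run with lane as a covariate, which left 15 higher and 79 lower genes in the real split. Chance cannot be excluded for the number of lists, where 28 splits gave as many as the real 9 and the highest gave 13. Nor can it be excluded for the number of chromosomes, where 17 splits gave as many as the real 6 and the highest other gave 9.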

How the results depend on the processing

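Leaving out transformed 4 and 7 together, removing the GC trend, leaving out shifted chromosomes and the exact tests were chosen only after results were seen; the other settings were planned. The counts of genes higher and lower (161 and 372) became 850 and 1001 in DESeq2, 15 and 79 with lane as a covariate, 1682 and 1883 in lane 6 and 0 and 0 in lane 7 (edgeR, with 507 at an unadjusted p under 0.05). They became 2238 and 2804 without transformed 4 and 7, 45 and 128 at 2-fold and 88 and 184 without shifted chromosomes, where fewer genes were counted. Leaving out 1 library gave 3 to 1100 higher and 21 to 1628 lower. Elsewhere the cause was not tested. With an estimated correlation 0 lists were higher, 0 lower and 1 chromosome shifted. Lane as a covariate left 5 lists higher, 2 lower and 6 chromosomes shifted. None of the 52 called named genes turned direction, and 325 of their 934 values missed the threshold under settings other than lane 7 alone, where 0 genes were called.

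The sign or test direction of results that were not called turned as follows, and the cause was not tested. Atg7 was at 0.0052 with the lane term, 0.043 in lane 7, 0.029 after GC removal and -0.043 to 0.035 leaving out 1 library. Il3ra was at 0.0012 in DESeq2 and with RLE factors, 0.22 in lane 7, 0.13 after GC removal and -0.12 to 0.080 leaving out 1 library. In lane 6 Stat5a was at 0.022, Cd72 at -0.15 and Hdc at -0.61. Hdc ran from -0.20 to 1.46 leaving out 1 library, and without transformed 4 and 7 Cd72 was at -0.0066 and Hdc at -0.41.

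Among list means, early B lineage was at -0.0039 and oxidative phosphorylation at -0.017 without the filter, T cell at 0.32 and mismatch repair at 0.013 with the lane term, and RAS-MAPK feedback at -0.032 after GC removal. Without transformed 4 and 7 RAS-MAPK was at -0.12, T cell at -0.047, mismatch repair at 0.061, glycolysis at 0.081 and cholesterol at -0.014. Leaving out 1 library gave -0.24 to 0.023 for RAS-MAPK, -0.11 to 0.072 for early B lineage, -0.36 to 0.15 for granulocyte and macrophage and 0.051 to 0.46 for T cell. It gave -0.0018 to 0.054 for mismatch repair, -0.033 to 0.055 for oxidative phosphorylation and -0.046 to 0.097 for glycolysis. Chromosome 1 was at 0.0077 after GC removal, and without transformed 4 and 7 chromosome 1 was at -0.013 and chromosome 15 at -0.015. Leaving out 1 library gave -0.00026 to 0.025 for chromosome 1, 0.00091 to 0.021 for chromosome 10, -0.033 to 0.034 for chromosome 15 and -0.0094 to 0.098 for chromosome 18.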

Other observations

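The genes in this part were chosen after their values were seen, except Egr2, Fcgr1 and Hdc, which the rule for list members had taken. Ear6, an eosinophil ribonuclease with close paralogs, fell from 3.43 ± 1.60 CPM (SD, n = 3) to 0.11 ± 0.08 CPM (SD, n = 5), lower in 5 of 5 libraries (edgeR adjusted p = 0.00457). Epx, the eosinophil peroxidase, was at 8.03, 57.8 and 5.11 CPM in parental 1, 2 and 3, and at 10.1, 0.12, 0.68, 0 and 0.21 CPM in transformed 4 to 8 (edgeR adjusted p = 0.232). Btla, an inhibitory receptor of lymphocytes, rose from 0.30 ± 0.14 to 8.81 ± 5.04 CPM, higher in 5 of 5 libraries (edgeR adjusted p = 0.0105). Arntl, a clock gene on chromosome 7, whose genes were higher as a set, rose from 13.9 ± 1.33 to 25.2 ± 4.85 CPM, higher in 5 of 5 libraries (edgeR adjusted p = 0.0357). Of other clock genes, Per1, Dbp, Nr1d1, Nr1d2 and Cry1 missed the threshold, with log2 fold changes of -0.25, -0.65, -0.14, 0.40 and 0.40.

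Egr2 was at 3.26 CPM in parental 1, 19.2 and 26.7 CPM in parental 2 and 3, and 5.41 ± 1.67 CPM in transformed cells. Osm was at 55.0 CPM in parental 1 against 332 and 409.9 CPM in parental 2 and 3 and 135 ± 51.9 CPM in transformed cells, where the lowest was 74.1 CPM. Transformed 7 had the highest Ccl3 (539 CPM), Cd74 (314 CPM) and Fcgr1 (89.5 CPM) of the 8 libraries, and transformed 4 had the highest Hdc (174 CPM) and Cpa3 (136 CPM).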
